A study of Caenorhabditis elegans with 6 samples.

How the data were processed

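RNA was measured by sequencing in neuronal nuclei purified by immunoprecipitation from Caenorhabditis elegans at the L1 stage, the larva that hatches from the egg. Per the labels, the 3 control and 3 mutant preparations came from synchronised animals with an integrated INTACT transgene, a system in which nuclei of chosen cells are tagged and pulled down. The labels name a Tecan kit for library construction. The mutant is described as null for 6 genes of the CUT homeobox family: ceh-21, ceh-38, ceh-39, ceh-41, ceh-44 and ceh-48. All 6 libraries are of the immunoprecipitated fraction, so no input fraction was used here. Groups and replicate numbers were taken from the sample titles, and "mutant" below means a library with that label.

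The deposited table holds a depth-normalized signal, namely gene counts that the authors divided by a size factor per sample with DESeq2, per the table's own name. The aligner, the counting program, the genome build, the annotation, the use of strand and the treatment of reads that map to several places are not stated in the labels or the header. The values of overlapping genes, antisense genes and members of families with near-identical copies are therefore uncertain. The table has 41862 features, of which 9101 are at 0 in all 6 libraries. Of the symbols, 41171 (98.3%) matched names in the reference annotation of assembly WBcel235, which was used only for names, gene spans and neighbouring genes.

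Every value in a library was a whole multiple of a step, the worth of 1 read. Dividing by the step gave whole numbers for 100% of values, with a largest deviation of 0.000108 reads. DESeq2 size factors recomputed from these reads differed from the reciprocals of the steps by at most 1.58e-10 in relative terms, a common factor aside. The normalization had thus been run over exactly these 6 libraries. The recovered totals were 15500882 to 20844986 reads per library. A floor of 3 reads corresponds to 2.44 to 3.79 normalized counts, depending on the library, and covers counting error only, since the reads carry no stated molecular identifiers.

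The main test was limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with group as the sole factor, empirical Bayes moderation with a mean-variance trend, and Benjamini-Hochberg adjustment over the 17900 genes with a mean normalized count of at least 10. The threshold was an adjusted p of 0.05. Log2 differences are mutant minus control on the log2(value + 1) scale, which understates changes of low genes. Where every control library was at or under the floor, a fold against the floor is given as a lower bound. The groups share replicate numbers 1, 2 and 3 in their titles, and these titles are the source of the pairing used in the fit with a replicate block. Whether the numbers stand for shared batches is not stated, and the labels give no dates or sequencing batches.

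Gene lists were drawn up from general knowledge of the worm. The pan-neuronal list of 30 genes comprised rab-3, snb-1, snt-1, ric-4, unc-64, unc-10, unc-11, unc-13, unc-18, unc-31, unc-104, unc-57, unc-26, egl-3, egl-21, ric-19, ehs-1, maco-1, rgef-1, sng-1, snn-1, syd-2, ida-1, unc-33, unc-44, unc-119, sbt-1, cla-1, unc-76 and aex-3. The neuron-class list of 38 genes held transmitter synthesis and transport genes, touch-receptor genes, sensory signalling genes and neuron-type transcription factors that are expressed in some neurons only. Genes with symbols starting rpl- or rps- formed a list of 78 ribosomal protein genes. Marker lists for muscle, intestine, epidermis and germline were used for the closing observations. Each list was summarised per library as the mean log2 value of its tested genes and compared by an exact two-sided permutation test, which cannot go below 0.1 with 3 libraries per group, and by limma's camera test with its preset inter-gene correlation of 0.01. Camera p-values were adjusted by Benjamini-Hochberg over the 3 lists of the report and separately over the 4 marker lists. Genes are not independent replicates, so camera describes the list against the other genes of these libraries.

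The genes named were the 6 targeted genes, the 5 with the largest difference in each direction among genes past the threshold, and the pan-neuronal genes past the threshold, of which the 5 with the smallest adjusted p are given in full. The 5 per direction also needed a mean of at least 50 normalized counts and groups that did not overlap. Groups, tests, lists, naming rule and the alternatives below were, except where stated, fixed before the data were examined.

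The alternatives were pseudocounts of 0.5 and 5, no filter, a minimum mean of 50, quantile normalization, scaling to equal totals, centring on the median gene, the replicate block, edgeR 4.0.16 quasi-likelihood and DESeq2 1.42.0 tests on the recovered reads, limma without a variance trend, stricter thresholds, and leaving out each library in turn. Scaling without the 20 genes with the highest mean was added after seeing the data.

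The code was tested on simulated counts drawn from the real means and depths, with 200 of 17885 tested genes changed 2-fold or 4-fold and the 30 genes of the pan-neuronal list shifted. Limma recovered 98% of 100 genes changed 4-fold and 23% of 100 changed 2-fold, with 7 calls among 17655 unchanged genes. edgeR recovered 98% and 27%, with 6 such calls, and DESeq2 98% and 41%, with 21. Far fewer genes were changed than were called in the real data, so these shares do not give the recovery there. The list shift set at −0.5 was found as −0.39 in the first draw and as −0.50 ± 0.05 (SD) over 20 draws. Genes were drawn independently, so this SD leaves out variation that the list genes share. Between real libraries the list mean had an SD of 0.18 in controls and 0.37 in mutants. Simulated reads were recovered exactly in all 6 columns. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. GC content was not tested, since no genome sequence was used here.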

Results

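RNA from immunoprecipitated neuronal nuclei of L1 larvae was compared between 3 control libraries and 3 libraries labelled as the CUT sextuple mutant. The recovered depth of control replicates 1, 2 and 3 was 19057694, 18768796 and 20352179 reads, and that of mutant replicates 1, 2 and 3 was 15500882, 20844986 and 19841928 reads. After the authors' normalization the totals of normalized counts were 20753205, 19575644 and 19757452 for the controls and 19592430, 16941458 and 16749021 for the mutants.

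Across tested genes, Pearson correlations of log2 values, which describe the libraries and treat no gene as a replicate, were 0.939 to 0.978 within groups and 0.900 to 0.946 between groups. The lowest within-group value was between mutant replicates 1 and 2. Read counts of replicate libraries differed by far more than sampling noise, with a chi-square per degree of freedom of 22.6 to 94.6, so no library was a repeat deposit of another. This does not show whether they came from separate animals, and the labels' replicate numbers were taken as given. The first principal component held 54.7% of the variance and separated the groups. The second held 20.2%, with mutant replicates 1 and 2 at its opposite ends (0.65 and −0.64). A single feature, the noncoding RNA C30E1.9, held 5.42% ± 1.39 (SD, n = 3) of normalized counts in controls and 2.51% ± 0.34 (SD, n = 3) in mutants. The 20 highest genes together held 16.3% ± 0.99 (SD, n = 3) and 12.2% ± 0.81 (SD, n = 3). C30E1.9 was singled out after its values were seen.

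The targeted genes were examined first, since they check the labels. The X-linked neighbours ceh-21 and ceh-39 lost most of their reads in the libraries labelled mutant. Mean normalized counts of ceh-21 were 939 ± 141 (SD, n = 3) in controls and 17.1 ± 26.8 (SD, n = 3) in mutants, with 0, 47.95 and 3.38 in mutant replicates 1, 2 and 3. The log2 difference was −7.29 (SE 1.07, limma Benjamini-Hochberg adjusted p 0.00232). For ceh-39 the means were 834 ± 57.2 and 17.2 ± 23.2 (SD, n = 3 each), with 5.06, 43.9 and 2.53 in the mutant replicates, and the difference was −6.40 (SE 0.74, limma Benjamini-Hochberg adjusted p 0.000750). In mutant replicate 1, where ceh-21 was at 0, a level under 3.79 normalized counts (the worth of 3 reads) was not detectable at this depth.

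The other targeted genes kept more of their RNA. Counts of ceh-41 went from 171 ± 20.3 to 58.1 ± 13.1 (SD, n = 3 each), a difference of −1.55 (SE 0.25, limma Benjamini-Hochberg adjusted p 0.00382). Counts of ceh-48 went from 1326 ± 279 to 586 ± 49.99 (SD, n = 3 each), a difference of −1.16 (SE 0.19, limma Benjamini-Hochberg adjusted p 0.00368). Counts of ceh-38 went from 3728 ± 293 to 2155 ± 327 (SD, n = 3 each), a difference of −0.80 (SE 0.17, limma Benjamini-Hochberg adjusted p 0.0120). By contrast, ceh-44 was higher in every library labelled mutant, at 9563 ± 1645 in controls and 16831 ± 1927 in mutants (SD, n = 3 each), a difference of 0.82 (SE 0.19, limma Benjamini-Hochberg adjusted p 0.0179). A gain of ceh-44 RNA runs against a null label read as loss of RNA, while the other 5 genes were lower in every library with that label. In the RefSeq annotation of WBcel235, ceh-44 starts with the overlapping gene cone-1 and lies inside it. The deposited table has no cone-1 feature, so the reads of the overlapping transcripts could not be separated. Of the 6 differences, that of ceh-21 moved most, to −5.61 with edgeR on recovered reads. The call of ceh-44 was lost without control replicate 2, control replicate 3 or mutant replicate 3 and without a variance trend (limma Benjamini-Hochberg adjusted p 0.0816, 0.0707, 0.0605 and 0.0511). The call of ceh-38 was lost without control replicate 1 and without mutant replicate 3 (adjusted p 0.0550 and 0.0616). With the replicate block all 6 calls remained, with limma Benjamini-Hochberg adjusted p from 0.000324 to 0.00439. Deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.20, with 0.25, 0.20 and 0.15 for numbers 1, 2 and 3.

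**Figure D1:**
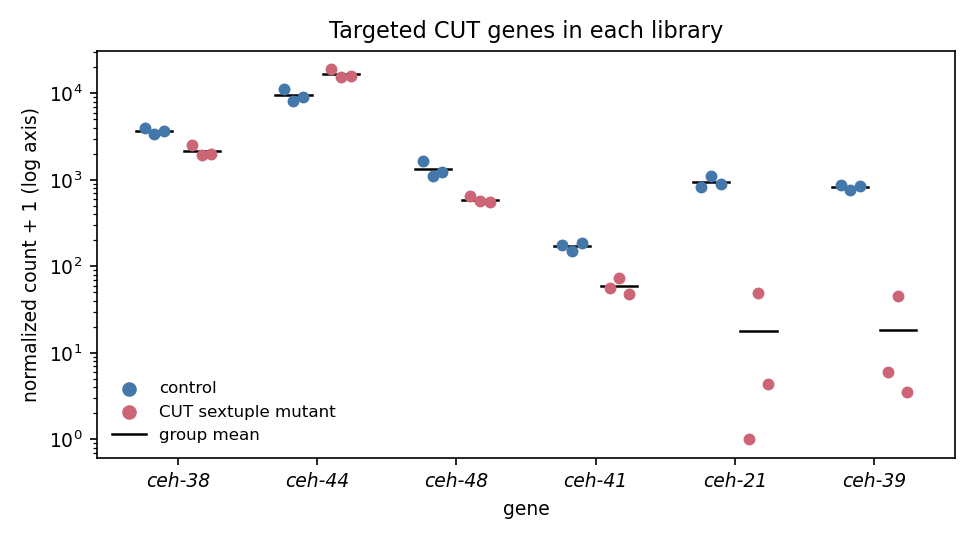
Normalized count + 1 (log axis) of the 6 targeted genes, with a point per library for control and mutant and a line at each group mean. Mutant values of ceh-21 and ceh-39 reach 47.95 and 43.9 at most, and all 3 mutant values of ceh-44 lie above the controls.

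The genome-wide comparison asked which transcripts of the immunoprecipitated fraction differ between animals labelled mutant and control. These need not all be neuronal. The muscle marker list averaged 12.02 log2 in controls and 12.23 in mutants, above the neuron-class list at 10.36 and 9.83. Of 17900 genes tested, 3239 (18.1%) passed a limma Benjamini-Hochberg adjusted p of 0.05, 1353 higher and 1886 lower in the libraries labelled mutant. Of these, 2031 differed by a log2 value of at least 1, 821 higher and 1210 lower. At an unadjusted p under 0.05 there were 6222 genes. Genes here are features of the deposited table, those with 21ur- symbols included. Some of those were called, such as 21ur-1036 (lower) and 21ur-471 (higher), with limma Benjamini-Hochberg adjusted p of 0.0152 and 0.00314. Where their reads come from was not tested. Groups did not overlap for 7156 genes (40.0%), where chance gives 10%, and for 3229 of the 3239 calls. With the replicate block, 4707 genes passed, 1988 higher and 2719 lower, including 3227 of the 3239. The pairing behind that fit had the same-number correlation of 0.20. On recovered reads, whole for 100% of values, edgeR called 3309 genes (1582 higher, 1727 lower) and shared 3050 with limma, and DESeq2 called 4234 (2020 higher, 2214 lower) and shared 3236. The number of calls moved most at a stricter adjusted p of 0.01, to 1107. The balance of directions moved most with scaling to equal totals, which gave 2118 higher and 1357 lower genes. The share of lower calls was 58.2% as deposited and 39.1% under equal totals, where the median gene moved up by 0.17 on the log2 scale.

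**Figure D2:**
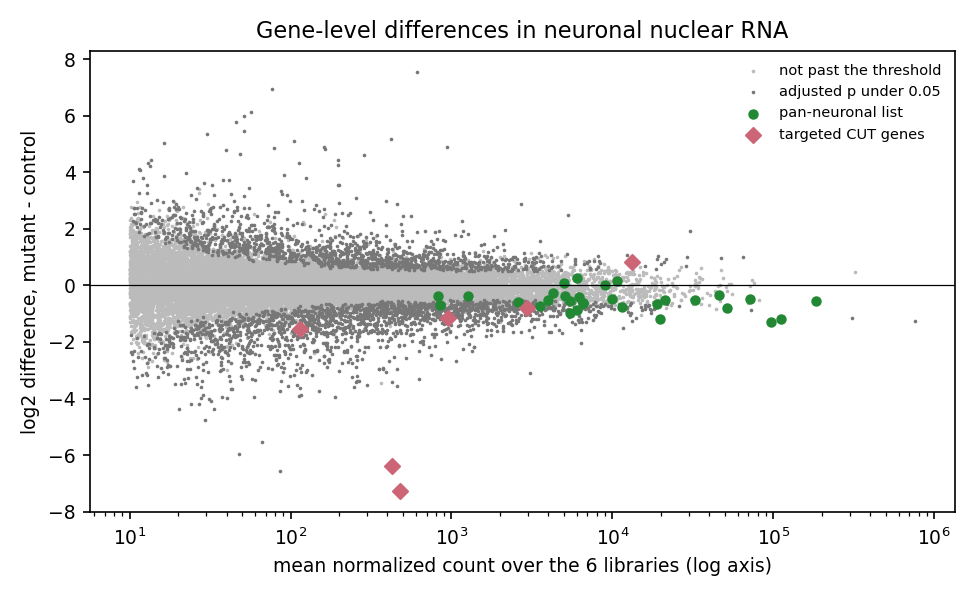
Log2 difference (mutant minus control) of each tested gene against its mean normalized count over the 6 libraries (log axis), with points past an adjusted p of 0.05 in dark grey, the pan-neuronal list in green and the targeted genes as diamonds. Calls run from −7.29 to 7.55, and 26 of 30 pan-neuronal genes lie below 0.

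Among genes past the threshold with non-overlapping groups and a mean of at least 50, 1562 were lower and 1051 higher, the targeted genes left out. The largest fall was in T26C11.9, which lies between ceh-21 and ceh-39 in the WBcel235 annotation. Since both of those genes lost most of their reads too, the fall of T26C11.9 cannot be told apart from a change at their locus. Its normalized counts were 170 ± 34.0 in controls and 1.63 ± 2.82 in mutants (SD, n = 3 each), a difference of −6.54 (SE 0.68, limma Benjamini-Hochberg adjusted p 0.000445). It was followed by F07B7.12 (−5.53), the noncoding RNA linc-76 (−3.95), and the chemoreceptor genes srj-27 (−3.94) and srbc-40 (−3.90). Limma Benjamini-Hochberg adjusted p of these 4 ranged from 0.000244 to 0.00444. The largest gain was in clec-9, a C-type lectin gene, which went from 7.60 ± 7.98 to 1207 ± 452 normalized counts (SD, n = 3 each), a difference of 7.55 (SE 0.65, limma Benjamini-Hochberg adjusted p 0.000204). F07E5.12, C39B5.5 and Y51B9A.7 were at or under the floor in all controls and were at least 47.1-fold, 34.6-fold and 30.999-fold higher in mutants, with limma Benjamini-Hochberg adjusted p of 0.000130, 0.000191 and 0.000191. The membrane scramblase-family gene scrm-7 differed by 5.44 (limma Benjamini-Hochberg adjusted p 0.000809). All 10 genes also passed with the replicate block (same-number correlation 0.20), with limma Benjamini-Hochberg adjusted p from 0.000126 to 0.00117. The members of the srj, srbc and clec families have close relatives, and the authors' treatment of shared reads is not stated.

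The series title concerns pan-neuronal gene expression, so the list of 30 genes expressed in most or all neurons was compared next. Its mean log2 value was 13.50 ± 0.18 in controls and 12.96 ± 0.37 in mutants (SD, n = 3 each), a difference of −0.54. Each mutant library was below each control, with the closest pair at 13.33 and 13.34. The exact two-sided permutation p was 0.1, the smallest that 3 against 3 can give. The camera p was 2.23e-05 (also 2.23e-05 after Benjamini-Hochberg adjustment over 3 lists) and 1.47e-07 with the replicate block (same-number correlation 0.20). Of the 30 genes, 26 were lower and 4 higher. Past the limma adjusted threshold over all genes, 8 were lower and 0 higher, and 15 were lower at an unadjusted p under 0.05. Adjusted over the list alone, 10 were lower. With the replicate block 17 were lower past the threshold. The list difference moved most when mutant replicate 1 was left out, to −0.73, and was −0.36 without mutant replicate 2.

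The proprotein convertase gene egl-3 had the smallest adjusted p of the list. It went from 155125 ± 17434 to 68982 ± 15856 normalized counts (SD, n = 3 each), a difference of −1.19 (SE 0.26, limma Benjamini-Hochberg adjusted p 0.0148). Under quantile normalization egl-3, among the highest genes of the table, differed by −0.51 with an adjusted p of 0.157, the highest of a range from 9.62e-06 over all alternatives. The next genes were sbt-1, with a difference of −1.18 (SE 0.29, limma Benjamini-Hochberg adjusted p 0.0220), and ric-19, with −0.76 (SE 0.19, limma Benjamini-Hochberg adjusted p 0.0240). They were followed by cla-1, with −1.28 (SE 0.32, limma Benjamini-Hochberg adjusted p 0.0249), and rgef-1, with −0.86 (SE 0.22, limma Benjamini-Hochberg adjusted p 0.0261). The remaining genes past the threshold were unc-119, unc-57 and unc-11, with differences of −0.69, −0.73 and −0.97. All 8 passed with the replicate block (same-number correlation 0.20), with limma Benjamini-Hochberg adjusted p from 0.00163 to 0.0117.

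As a comparison, genes expressed in some neuron classes only were summarised the same way. The neuron-class list of 38 genes went from 10.36 ± 0.15 to 9.83 ± 0.21 (SD, n = 3 each), a difference of −0.52 with an exact two-sided permutation p of 0.1, the smallest possible. The camera p was 1.40e-06 (Benjamini-Hochberg adjusted 2.10e-06) and 1.08e-07 with the replicate block (same-number correlation 0.20). Of these genes 36 were lower, 11 of them past the limma adjusted threshold over all genes and 14 adjusted over the list alone. The 78 ribosomal protein genes went from 11.06 ± 0.39 to 11.56 ± 0.62 (SD, n = 3 each), a difference of 0.50 that was within the spread between libraries (exact two-sided permutation p 0.5). Their camera p was 2.10e-07 (adjusted 6.31e-07) and 4.14e-11 with the block, 74 were higher, and 2 passed the limma adjusted threshold. Without mutant replicate 2 the ribosomal difference was 0.15.

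**Figure D3:**
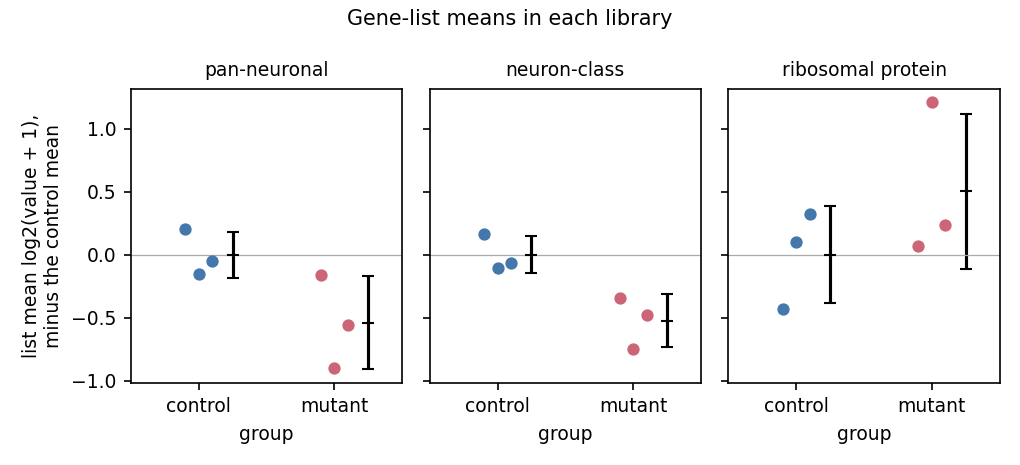
Mean log2(value + 1) of the pan-neuronal, neuron-class and ribosomal protein lists in each library, minus the control mean, with a point per library and the group mean ± SD beside it. The mutant means lie at −0.54, −0.52 and 0.50, and the groups overlap only for the ribosomal list.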

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

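The means of the pan-neuronal, neuron-class and ribosomal protein lists, the 6 targeted genes, the 10 genes with the largest differences and the 8 pan-neuronal genes past the threshold kept their direction under the alternatives run. The intestine marker list did not, with −0.09 as deposited and 0.08 under equal totals. All 3239 genes called by limma, C30E1.9 and npp-9 included, kept their sign wherever they were tested. The number of calls was 2031 with a log2 difference of at least 1 also required (821 higher, 1210 lower) and 1107 at an adjusted p under 0.01 (397 higher, 710 lower). It ranged from 1509 to 4118 across the 6 fits that each left out 1 library, with 543 to 1603 higher and 870 to 2515 lower genes. Leaving out any control library, or mutant replicate 3, lowered the count to between 1509 and 1641, while leaving out mutant replicate 1 raised it to 4118. The count was 2261 without a variance trend, of which 2059 were shared with the 3239, and 2794 of 32761 genes without a filter.

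The scaling moved the balance of directions. Equal totals gave 2118 higher genes against 1353 as deposited, and lower calls made up 39.1% in place of 58.2%. Removing the 20 highest genes before rescaling, an alternative chosen after seeing the data, gave 1720 higher and 1560 lower genes, or 47.6% lower. Quantile normalization gave 51.9% lower and median centring 49.3%. The balance of genes that rose against genes that fell thus depends on the scaling. Equal totals moved the median gene up by 0.17 log2, and quantile normalization, which rescales genes unequally, left the pan-neuronal list −0.41 from the median gene, against −0.52 as deposited.

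The number of pan-neuronal genes lower past the threshold was 8 as reported, 17 with the replicate block, 4 under median centring and 1 without a variance trend. It ranged from 0 to 18 across the 6 fits that each left out 1 library. The count was 0 without control replicate 1 and 0 without control replicate 3, where 9 and 11 of the list were lower at an unadjusted p under 0.05. The cause of these changes was not tested. The mean differences of the pan-neuronal, neuron-class and ribosomal protein lists kept their direction and a camera p under 0.05 in every alternative. Their ranges were −0.73 to −0.36, −0.61 to −0.35 and 0.15 to 0.72, with highest camera p of 0.00170, 5.15e-05 and 0.00686.

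Of the targeted genes, ceh-21, ceh-39, ceh-41 and ceh-48 stayed past the threshold in every alternative. The ceh-44 difference without a variance trend was 0.82 with an adjusted p of 0.0511, and it was 0.71 to 0.95 across the fits that each left out 1 library. Its adjusted p over all alternatives ran from 0.000317 to 0.0816. The ceh-38 difference was −0.92 to −0.72 across the fits that each left out 1 library, with adjusted p from 0.000552 to 0.0616 over all alternatives. The cause was not tested. Among the other named genes, the 10 with the largest differences passed in every alternative. The 8 pan-neuronal genes fell short of the threshold in 49 of their tests, with the same direction each time. The depth limits the folds of F07E5.12, C39B5.5 and Y51B9A.7 to lower bounds, since their control libraries were at or under 3 reads.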

Other observations

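The tests with neuron-class genes, non-neuronal markers and npp-9 were chosen only after the result was seen, and those on chemoreceptor genes and mutant replicate 2 after the pattern had been noticed. The criterion for genes near 0 in the test on mutant replicate 2 was set after a stricter version left no genes for replicates 1 and 3.

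Regrouping the 6 libraries gives 10 splits of 3 against 3, of which 4 part all 3 same-numbered pairs. Of these 4 splits, 1, the real split, gave as many calls (3239), as many higher genes (1353), as many lower genes (1886), as many lower pan-neuronal genes (8) and as large a pan-neuronal list difference. A share of 1 in 4 cannot go under 0.05, so the design limits what regrouping can show. The other 6 splits keep 2 pairs together. Every split but the real one puts control and mutant libraries on both sides, so a real group difference widens the spread within each side. Few calls were thus likely in advance, and the counts do not show what unrelated groupings would give. These splits gave 0 calls, with 128 to 1005 genes at an unadjusted p under 0.05. The nearest of them reached a list difference of −0.54 (−0.536 against −0.543), with control replicates 1 and 3 and mutant replicate 1 on the same side.

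The fall of the pan-neuronal list cannot be told apart from a smaller share of neuronal nuclei in the mutant preparations. If that were the source, genes of some neuron classes would fall as much, and on average they did. The per-library gap between the lists differed between the groups by −0.0192 log2 (exact two-sided permutation p 0.9). Gaps were 3.14 ± 0.04 in controls and 3.12 ± 0.18 in mutants (SD, n = 3 each). The mutant libraries went both ways. Replicate 1 (3.32) lay above every control (3.09 to 3.17), while replicates 2 and 3 (2.99 and 3.06) lay below. The equal fall thus holds for the group means only. Non-neuronal markers answered less clearly, since 3 of the 4 lists had a higher mean in the mutant. Differences were 0.21 for muscle, 0.36 for epidermis and 0.69 for germline, with camera p adjusted over 4 lists of 0.242, 0.711 and 0.0631. Single genes were split. Of the muscle genes 9 were lower and 9 higher, with a median difference of 0.02. Past the limma adjusted threshold, 0 muscle genes were lower and 4 higher. For epidermis the numbers were 2 and 0, and for germline 0 and 2. Adjusted over each list alone, 1 muscle gene was lower and 5 were higher. In the same way, 1 of the 8 tested germline genes was lower and 6 were higher, and 2 epidermis genes were lower and 0 higher. The intestine list differed by −0.09 (adjusted 0.897) and by 0.08 under equal totals. None of the 4 lists had an adjusted camera p under 0.05 in the fit without the replicate block. The marker lists were not tested with the block, so whether any would pass there is open. In the germline list, 3 of 3 mutant libraries were above all controls (exact two-sided permutation p 0.1, the smallest possible).

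Other technical sources were tested for the same fall. The authors' scaling does not account for it alone, since the list stayed lower under the other scalings, at most −0.366. Nor do the 20 highest genes, without which it was −0.383. That removal takes out 4 of the list, and the other 26 differed by −0.49 as deposited. Of 10000 random lists matched on gene span and mean value, 0% had a mean difference as low, with a random mean of −0.15 and a 95% range of −0.32 to 0.02. Matching on mean value alone also gave 0%, with a range of −0.31 to 0.04. Spans were known for 94.8% of tested genes and for all 30 of the list. GC content was not tested.

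The reads of ceh-21 and ceh-39 in mutant replicate 2, 59 and 54, stand at 5.11% and 5.27% of the control mean, against at most 0.61% in mutant replicates 1 and 3. A low share of control material in that library is a candidate explanation. For genes with a control mean of at least 100 and at most 10% of it in the other mutant libraries, the median in replicate 2 was 13.33% of control over 20 genes. The same median was 9.53% over 15 genes with replicate 1 held out and 4.55% over 9 genes with replicate 3 held out. The lowest of the 20 genes, T26C11.9, was at 2.87% (6 reads), so mixing could supply at most about that share, less than ceh-21 shows, unless 6 reads understate it. The set of genes changes with the library held out, and the test does not separate mixing from incomplete loss in some animals. The neighbour ceh-41 kept 27.2% to 42.4% of control in the mutant libraries, and T26C11.4, on its other side in WBcel235, stood at 124% to 145%.

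The nuclear pore gene npp-9 was far above its relatives, at 422139 ± 69717 normalized counts in controls and 195835 ± 66497 in mutants (SD, n = 3 each). Its ratio to the highest of 24 other npp genes was 78.6 to 96.7 in controls and 20.7 to 43.5 in mutants. Reads of a transgene counted to npp-9 may explain this. The test used the lowest ratio, 20.7, which restates the high level and so cannot decide the question. The labels do not say what the tag is, and a natural high level cannot be excluded. The npp-9 difference was −1.15 (limma Benjamini-Hochberg adjusted p 0.0424), with −0.43 and adjusted p 0.201 under quantile normalization, 0.0928 under median centring and 0.0214 under equal totals. Of the other npp genes, 20 of 24 were higher in mutants as deposited and 21 under the other scalings. If npp-9 reads do come from the tag, a lower tag level in mutants would bear on the efficiency of the pull-down, which was not tested.

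Chemoreceptor genes, taken by symbol from the sr and str families, made up an unequal part of the calls. Of 754 tested, 277 were lower and 16 higher past the threshold, or 38.9% called against 17.2% of 17146 other genes. Low mean values do not account for it: within deciles of mean value the common odds ratio was 4.27 (95% confidence interval 3.64 to 5.02, which treats genes as independent). Lower genes numbered 247 to 282 and higher genes 15 to 20 across the deposited and other scalings. A smaller neuronal share would lower these genes no more than the neuron-class list if both sets had equally little signal outside neurons. The chemoreceptor genes fell by 0.96 on average, with 611 of 754 lower. Their gap to the neuron-class list differed by −0.439 log2 between the groups. Every mutant library lay below every control (exact two-sided permutation p 0.1, the smallest possible). The pattern may therefore reflect a fall of chemoreceptor genes beyond that of neuronal genes in general, but with 3 against 3 it cannot be told apart from a smaller share of some neurons, and reads shared among these closely related families were not tested.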
